A study of Drosophila melanogaster with 8 samples.

How the data were processed

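Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where the Drosophila transcription factor Ribbon (Rib), fused to green fluorescent protein (GFP), sits on chromatin in embryos. The fusion was expressed with the GAL4-UAS system, in which a driver line makes the yeast activator GAL4 in chosen cells and GAL4 switches on the UAS transgene. The drivers were btl-GAL4 and trh-GAL4, named after breathless and trachealess, genes of the embryonic airway. Per the labels, chromatin came from whole embryos cross-linked in 1.8% formaldehyde, and an antibody to GFP was used. The sample titles and genotypes name UAS-GFP, while the protocol and the file descriptions name a rib-GFP fusion, and the latter reading was used here. If the titles were right, the samples would express GFP without Rib, and no value here would measure Rib binding. The stage is 11 to 15 in the sample characteristics and 11 to 16 in the protocol.

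The 8 samples comprised 3 immunoprecipitated btl samples, 2 immunoprecipitated trh samples, and 3 input samples, of which 2 were btl and 1 was trh. Per the labels, reads were 50 bp and single-end. Replicates 1 and 2 of both drivers shared a library kit and a sequencing centre, and btl replicate 3 had another kit and another centre, so replicate 3 and batch are the same thing in these data. No immunoprecipitation from embryos without a GFP fusion was analysed here.

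The deposited files were 4 peak lists without headers, and the aligner, the peak caller and their versions are not stated in the labels. Each driver had 1 list made from its replicates 1 and 2 and filtered, per the file description in the labels, at an irreproducible discovery rate (IDR) of 0.1, a measure of how consistently peaks rank in 2 replicates. The third list held btl replicate 3 alone, and the fourth held regions called highest confidence. In the lists from replicates 1 and 2, the deposited score column was read as a capped scale of the IDR, with values from 415 to 1000. In replicate 3 the deposited score was 10 times the -log10 q cut to a whole number in all 17155 lines. Since the peak caller is not stated, the meaning of the next columns was taken from their layout and values, which are those that MACS2 writes. On that reading, the authors' ratio column holds a fold enrichment over background at each summit, on a linear scale, and the authors' -log10 column holds the q-value of each peak. Every comparison by strength or rank depends on this reading. These columns belong to each peak in the authors' lists and were used only to rank, describe or filter peaks within a list. The highest-confidence list holds positions only. No column with values of single replicates was present other than in the replicate 3 list, so no variance between replicates could be computed. Read depth per sample is unknown from peak lists, and Wilson 95% intervals on shares cover counting error only.

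No file names a genome build. The replicate 3 list uses contig names of the Release 6 assembly in the UCSC style, and the build was checked by moving the summits. Of btl summits, 16.0% lay within 100 bp of a Release 6 gene end, against 4.51% and 4.58% after shifts of 5000 bp to either side. For trh the values were 15.3% against 3.77% and 4.39%, and for replicate 3 they were 6.72% against 4.54% and 4.74%. Coordinates are therefore given on Release 6, counted from 1. The RefSeq gene table of that release gave 17872 genes with their start and end but no strand, transcripts or exons. Of its 13962 protein-coding genes, the 13922 on the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X were used. Promoter windows had been planned around transcription start sites. Without strand, a gene was instead counted as bound when a summit lay within 500 bp of either end, or any part of a region in the list without summits. Exon, intron and UTR classes, the most upstream start site and motif searches were not analysed here.

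Regions off the 6 arms were left out, which removed 6 regions of replicate 3 and none of the other lists. A replicate 3 region with several summits was represented by its strongest summit in overlaps and rank comparisons, and by every summit elsewhere. Overlap meant at least 1 shared bp. Chance overlap was taken from 1000 circular shifts of the second list along each arm. Genes were compared with two-sided Fisher's exact tests, gene-end shares with two-sided exact binomial tests against the share of the arms within 500 bp of a gene end, and strengths and distances with two-sided permutation tests of 100000 resamples. The smallest p these permutations can give is 2e-05. Adjusted p-values follow Benjamini and Hochberg. Spearman's rho was used across shared peaks without a p-value, since peaks are not replicates.

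Cytoplasmic ribosomal protein genes were taken by symbol (RpL, RpS or RpLP with a number, or sta), which gave 88 genes. The 7 gene families were fixed by symbol patterns or lists: mitochondrial ribosomal proteins, translation factors, the proteasome, cytoplasmic aminoacyl-tRNA synthetases, the secretory pathway, tracheal development, and the vacuolar proton pump (Vha) with oxidative phosphorylation. The tracheal list was written from general knowledge of the field, and 1 of its symbols had no gene in the table. These groups, the tests, the other settings listed first below and the rule for naming genes were chosen before the data were examined. The exact symbol patterns of the families were written afterwards, to match the symbols of the gene table. The rule named rib, btl and trh, the 5 ribosomal protein genes and the 5 other genes with the highest btl fold enrichment among genes bound in all 3 lists with summits, ribosomal protein genes bound nowhere if 5 or fewer, and the 3 strongest gene-end peaks found with only 1 driver and in no other list.

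Other settings tried were a reciprocal overlap of 50%, summits within 100 bp, the stronger part of each list (the upper 50% by fold enrichment), equal list sizes, windows of 250 and 1000 bp, no duplicated ribosomal protein genes, backgrounds without neighbouring gene ends within 1000 bp or of housekeeping families, the -log10 q in place of fold enrichment, and region midpoints. Settings chosen after seeing the data were a length-matched background (the 20 genes nearest in length to each ribosomal protein gene), both groups without neighbouring gene ends, any part of a region within the window, the gene body with its flanks, replicate 3 regions with 1 summit, ranking by -log10 q when lists were shortened, and all other settings for the tests of differences between lists. Those tests of differences were themselves added after seeing the data.

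Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and bedtools 2.31.1 were used. The code was tested on simulated data. Over 13922 genes with 1000 simulated labellings each, a true odds ratio of 3 was recovered as a median of 3.04 with p under 0.05 in 99.9% of simulations, and a true ratio of 1 gave p under 0.05 in 3.2%. Each gene was labelled independently, whereas neighbouring genes can share a peak. These simulations therefore test the code and not the error rate on the real lists. Overlap calls on 2000 simulated regions differed from bedtools in 0 cases. In 200 simulations over 500 values, the permutation test gave p under 0.05 in 4.5% without a shift and in 82.5% with a shift of 0.5 SD. It was run there on means with fewer resamples than in the main tests, and the median used for distances was not simulated.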

Results

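Binding of the Rib-GFP fusion was mapped by ChIP-seq in whole embryos that expressed it under the btl-GAL4 or the trh-GAL4 driver. Rib is a transcription factor with a BTB domain, and both drivers are active in the embryonic trachea. The series title places the study in the regulation of ribosomal protein genes in secretory cells. There were 3 immunoprecipitated btl samples, 2 immunoprecipitated trh samples and 3 inputs. The measurements were peak lists, so the depth of the samples is unknown and none of the values below has a replicate error. The list from btl replicates 1 and 2, called the btl list here, held 8693 regions with a median width of 692 bp that covered 7.48 Mb, or 5.60% of the chromosome arms. The list from trh replicates 1 and 2, called the trh list, held 3210 regions with a median width of 389 bp that covered 1.39 Mb, or 1.04%. The list of btl replicate 3 held 10211 regions with a median width of 748 bp that covered 11.2 Mb, or 8.42%. Of the replicate 3 regions, 3580 had 2 or more summits, for 17155 summits in all. The authors' fold enrichment, a column whose meaning was read from its layout and values, had a median of 2.87 in the btl list, 2.16 in the trh list and 2.39 in replicate 3.

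The first comparison asked whether the fusion occupied the same sites under both drivers. Of the trh regions, 75.2% (2415 of 3210, Wilson 95% interval 73.7 to 76.7%) overlapped a btl region, against 8.28% ± 0.669 (SD over 1000 circular shifts). Of the btl regions, 25.2% (2190 of 8693, interval 24.3 to 26.1%) overlapped a trh region, against 2.94% ± 0.235 after shifting. The alternative that moved the first share most was a reciprocal overlap of 50%, under which it was 32.6%. At gene ends, 3713 protein-coding genes were bound in the btl list and 1159 in the trh list, with 845 bound in both where 309 were expected from the margins. The odds ratio was 9.28 (p = 2.19e-261, two-sided Fisher's exact test).

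The comparison of the btl list with btl replicate 3 set libraries of different kits and sequencing centres against each other. It also set a list filtered by the IDR across replicates against a list of 1 sample. Of the btl regions, 80.4% (6985 of 8693, interval 79.5 to 81.2%) overlapped a replicate 3 region, against 13.5% ± 0.706 (SD) after shifting. In the other direction the share was 62.3% (6362 of 10205, interval 61.4 to 63.3%), against 11.6% ± 0.655. With regions divided into 10 bins of equal size by fold enrichment, the share of btl regions found in replicate 3 was 93.2% in the weakest bin, 68.9% in bin 4 and 97.9% in the strongest. The share of replicate 3 regions found in the btl list rose from 26.3% in the weakest bin to 92.8% in the strongest. The trh list overlapped replicate 3 in 80.5% of its regions (2585 of 3210, interval 79.1 to 81.9%, shifted 11.3% ± 0.828). In the other direction the share was 20.7% (2108 of 10205, interval 19.9 to 21.5%, shifted 3.37% ± 0.292). The share of trh regions found in replicate 3 fell from 99.4% in the weakest bin to 65.4% in the strongest.

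The highest-confidence list held 2198 regions, and the labels do not say how they were chosen. All 2198 were identical, base for base, to the intersections of the trh, btl and replicate 3 regions, and no intersection was missing. Of its regions, 1758 had the same bounds as a trh region, 11 the same as a btl region and 22 the same as a replicate 3 region. The list held 8 regions shorter than 50 bp. Of the trh regions, 68.3% (2191) overlapped both other lists, as did 22.8% (1981) of the btl and 18.2% (1855) of the replicate 3 regions.

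Peak location was compared with the share of the arms within 500 bp of a protein-coding gene end, which was 15.1%. The share of summits in these windows was 31.9% in the btl list (2771 of 8693, interval 30.9 to 32.9%), 29.3% in the trh list (942 of 3210, interval 27.8 to 30.9%) and 26.8% in replicate 3 (4598 of 17149, interval 26.2 to 27.5%). These were 2.11, 1.95 and 1.78 times the share of the arms. The two-sided exact binomial p was 1.60e-93 for trh and at most 1e-300 for the other 2 lists, with summits treated as independent. Windows of 250 bp moved these values most in the btl and trh lists, to 3.14 and 2.82 times. Of the remaining summits, those inside a gene made up 51.9% of the btl, 56.4% of the trh and 58.5% of the replicate 3 list, and those outside genes made up 16.2%, 14.3% and 14.7%.

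The relation of gene-end location to strength differed between the lists, as the plot of gene-end share by strength shows. In the btl list the share of regions with their strongest summit at a gene end was 52.6% (interval 49.3 to 55.9%) in the weakest bin and 18.0% (interval 15.6 to 20.7%) in the strongest. In the trh list it was 38.3% (interval 33.2 to 43.7%) and 20.6% (interval 16.5 to 25.3%). In replicate 3 it rose from 18.5% (interval 16.2 to 21.0%) to 51.5% (interval 48.5 to 54.6%).

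**Figure D1:**
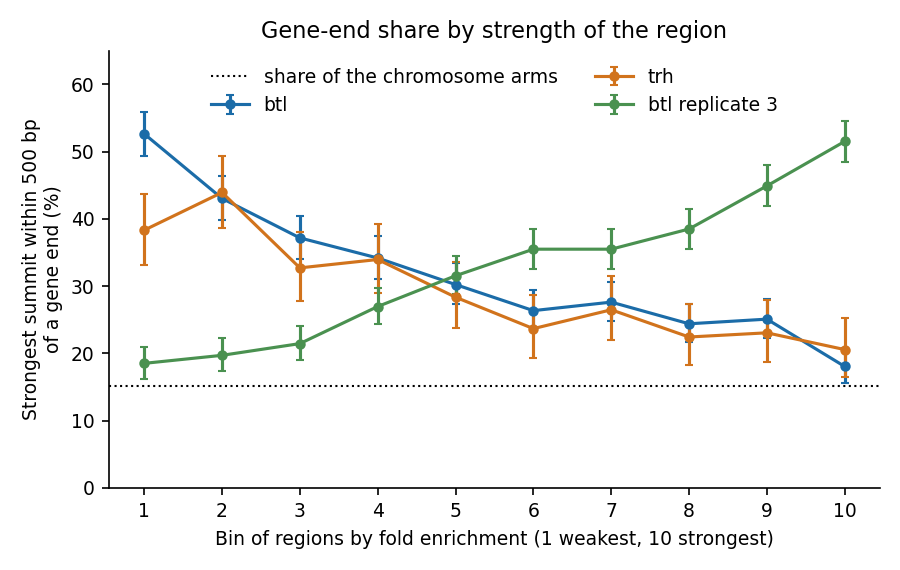
Share of regions (y axis, percent) whose strongest summit lay within 500 bp of a protein-coding gene end, in 10 bins of the authors' fold enrichment (x axis), for each of the 3 lists with summits; bars are Wilson 95% intervals and the dotted line is the 15.1% of the arms in such windows. The btl and trh lists fell to 18.0% and 20.6% in the strongest bin while replicate 3 rose to 51.5%.

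Summits of replicate 3 lay farther from gene ends. Among summits within 500 bp of a gene end, 50.1% (interval 48.2 to 52.0%) of those in the btl list lay within 100 bp, 52.0% (interval 48.8 to 55.2%) in the trh list and 25.1% (interval 23.8 to 26.3%) in replicate 3. The median distances of these summits were 100 bp, 93.5 bp and 169 bp.

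**Figure D2:**
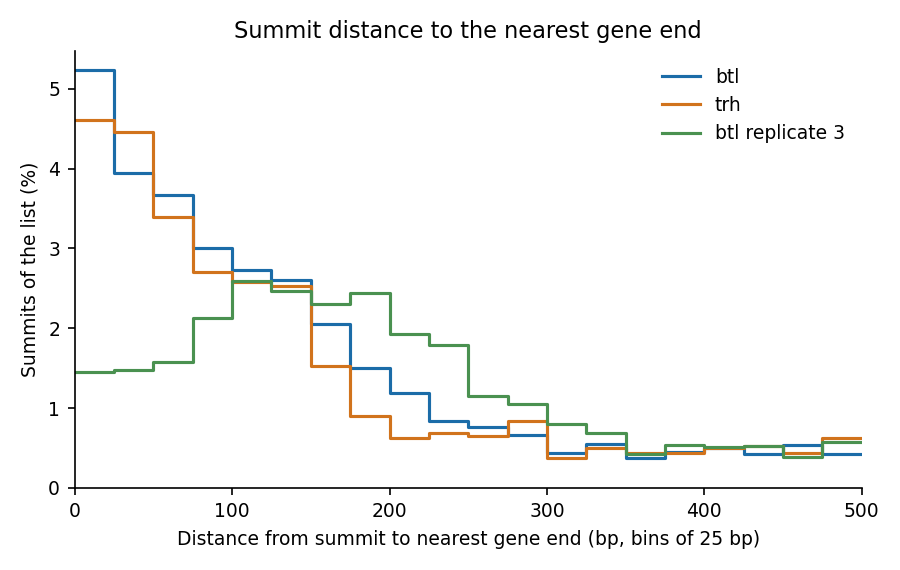
Share of each list's summits (y axis, percent) by distance to the nearest protein-coding gene end (x axis, bins of 25 bp). The btl and trh summits were most frequent beside the gene end, and the replicate 3 summits between 100 and 200 bp from it, with medians within 500 bp of 100, 93.5 and 169 bp.

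Because the title concerns ribosomal protein genes, the 88 cytoplasmic ribosomal protein genes were compared with the 13834 other protein-coding genes. In the btl list 42 of 88 were bound (47.7%, interval 37.6 to 58.0%), against 26.5% of other genes, an odds ratio of 2.53 (p = 2.72e-05, two-sided Fisher's exact test). In the trh list 26 of 88 were bound (29.5%, interval 21.0 to 39.8%), against 8.19%, an odds ratio of 4.70 (p = 6.09e-09, Fisher's exact test). In replicate 3 the counts were 55 of 88 (62.5%, interval 52.1 to 71.9%), against 35.9%, an odds ratio of 2.97 (p = 5.39e-07, Fisher's exact test). In the highest-confidence list 16 of 88 were bound (18.2%, interval 11.5 to 27.5%), against 6.53%, an odds ratio of 3.18 (p = 1.84e-04, Fisher's exact test). By summits, 15 of 88 were bound in all 3 lists with an odds ratio of 3.74 (p = 5.17e-05, Fisher's exact test), 68 in at least 1 list, and 20 in none. A gene counted in all 3 lists need not be bound at the same end in each.

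**Figure D3:**
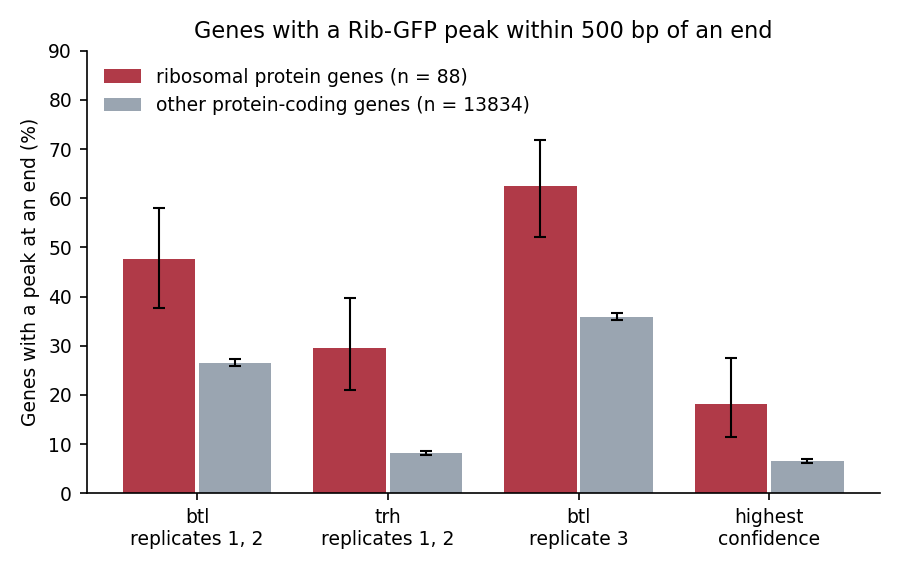
Share of genes (y axis, percent) with a Rib-GFP peak within 500 bp of an end in each of the 4 lists, for the 88 cytoplasmic ribosomal protein genes and the 13834 other protein-coding genes; error bars are Wilson 95% intervals. The bars for ribosomal protein genes stood at 47.7, 29.5, 62.5 and 18.2%, above 26.5, 8.19, 35.9 and 6.53% for the other genes.

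On a ratio scale, keeping only the strongest peaks by fold enrichment moved the btl and trh odds ratios most. When the btl and replicate 3 lists were shortened to the 3210 strongest summits, the size of the trh list, the odds ratio was 0.920 (p = 1, two-sided Fisher's exact test) for btl and 1.53 (p = 0.136, Fisher's exact test) for replicate 3. In the upper 50% of the trh list by fold enrichment it was 2.09 (p = 0.126, Fisher's exact test). In the upper 50% by -log10 q it was 5.34 (p = 2.23e-07, Fisher's exact test), so the trh move depended on the ranking and not on the number of peaks alone. The replicate 3 odds ratio moved most, to 6.59, against a background of genes without neighbouring gene ends (p = 3.39e-17, Fisher's exact test). Only the background was limited there, and 20.2% of it was bound, against 35.9% of all other genes. The ribosomal protein genes kept their neighbours, so the move came from the background. For the highest-confidence list, which was not shortened, it moved most, to 1.86, when the gene body and its flanks were counted (p = 0.0357, Fisher's exact test). The ends of ribosomal protein genes often lay close to other genes. Another protein-coding gene end was within 1000 bp for 88.6% of them and for 80.6% of other genes, and 21 of the 44 btl summits at a ribosomal protein gene were also within 500 bp of another gene.

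The same question was put to 7 gene families in 4 lists, 28 Fisher's exact tests with Benjamini-Hochberg adjustment. Of these, 9 had an adjusted p under 0.05, and 10 an unadjusted p under 0.05. Tracheal development genes were bound more often in each list, 14 of 22 in the btl list (odds ratio 4.86, adjusted p of Fisher's exact test 0.00198), 6 of 22 in the trh list (4.22, 0.0220), 20 of 22 in replicate 3 (17.9, 3.53e-06) and 6 of 22 in the highest-confidence list (5.40, 0.00850). Translation factor genes were bound more often in the btl list (24 of 52, odds ratio 2.38, adjusted p of Fisher's exact test 0.00850) and in replicate 3 (33 of 52, 3.11, 5.90e-04). Cytoplasmic aminoacyl-tRNA synthetase genes were likewise bound more often in the btl list (11 of 18, odds ratio 4.36, adjusted exact p = 0.00850) and in replicate 3 (15 of 18, 8.94, 5.90e-04). Secretory pathway genes passed the threshold in replicate 3 (26 of 44, odds ratio 2.58, adjusted exact p = 0.00850). In the btl list 12 of the 44 were bound (odds ratio 1.04, adjusted exact p = 0.948). Mitochondrial ribosomal protein, proteasome, and Vha with oxidative phosphorylation genes passed it in no list, with adjusted p-values from 0.0879 to 1. The count was moved equally, in opposite directions, by 2 alternatives. With equal list sizes, 0 of 21 tests had an adjusted p under 0.05 and 5 an unadjusted p under 0.05, where the same tests gave 8 at full size. With a background of genes without neighbouring gene ends, 17 of 28 tests had an adjusted p under 0.05, against 9. Only the background was limited there while the family genes kept their neighbours, so this rise does not show more binding at the families.

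Differences between lists were tested on genes bound in only 1 of a pair of lists, in 24 tests (ribosomal protein genes and the 7 families, 3 pairs of lists, two-sided Fisher's exact tests). An adjusted p under 0.05 was found in 2. Of ribosomal protein genes, 8 were bound in trh but not in replicate 3 and 37 the other way, against 239 and 4077 other genes, a ratio of odds of 3.69 (exact p = 0.00327, adjusted p = 0.0393). Of Vha and oxidative phosphorylation genes, 0 were bound in btl but not in replicate 3 and 23 the other way, against 731 and 2008 other genes (exact p = 0.00133, adjusted p = 0.0319). Ribosomal protein genes divided 23 to 7 between btl alone and trh alone, against 2845 to 307 for other genes, a ratio of odds of 0.355 that did not pass the adjustment (exact p = 0.0236, adjusted p = 0.189).

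Peaks at ribosomal protein genes were not stronger than other gene-end peaks. The chance that one of them exceeded another gene-end peak in fold enrichment (the area under the ROC curve, 0.5 for no difference) was 0.416 in the btl list (44 against 2727 summits, permutation p = 0.0521), 0.377 in the trh list (26 against 916, permutation p = 0.0312) and 0.435 in replicate 3 (73 against 4525, permutation p = 0.0577). All 3 adjusted p-values were 0.0577. The largest move under an alternative was in the trh list, to 0.569 when peaks were ranked by -log10 q (permutation p = 0.232).

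The distance from summit to the nearest gene end did not differ detectably between peaks at ribosomal protein genes and other gene-end peaks. The nearest end could belong to another gene. This was so for 7 of 44 summits at ribosomal protein genes in the btl list, 0 of 26 in the trh list and 16 of 73 in replicate 3. The medians were 100.5 against 100 bp in the btl list (permutation p = 0.999), 61.5 against 95 bp in the trh list (permutation p = 0.161) and 170 against 169 bp in replicate 3 (permutation p = 0.979). In the btl list the difference in medians, ribosomal protein genes minus other genes, was -18 bp with region midpoints (permutation p = 0.519) and 19 bp with a window of 250 bp (permutation p = 0.291). In the trh list it moved most with that window, from -33.5 to -10 bp (permutation p = 0.623). In replicate 3 it moved most with midpoints, to -33 bp (permutation p = 0.217), and was 19 bp with the window of 250 bp (permutation p = 0.206).

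Strength was compared across lists by rank only. Over the 2190 btl regions that overlapped trh, Spearman's rho of fold enrichment was 0.400 (95% interval 0.363 to 0.436). Between btl and replicate 3 it was 0.0219 (interval -0.00225 to 0.0460) over 6985 regions. Between trh and replicate 3 it was -0.220 (interval -0.258 to -0.182) over 2585 regions. These correlations are across peaks, which are not independent replicates. Ranking by -log10 q gave 0.168, 0.380 and 0.110 in the same order.

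The loci of the genes used in the transgenes were examined within 5000 bp of each gene. At rib (Dmel_CG7230, chromosome 2R, 19270078 to 19281396) the strongest btl summit was at 19271941 inside the gene, with a fold enrichment of 3.34 (percentile 66.3 of the list). The strongest trh summit there was at 19271944, with 1.87 (percentile 25.0), and the strongest replicate 3 summit at 19271891, with 9.13 (percentile 99.9). Replicate 3 had 15 summits in 3 regions at this locus, the btl list 4 summits and the trh list 3. At btl (Dmel_CG32134, chromosome 3L, 14075772 to 14083229) the highest fold enrichments were 8.04 in the btl list (percentile 99.4), 3.10 in the trh list (92.0) and 6.12 in replicate 3 (97.4). At trh (Dmel_CG42865, chromosome 3L, 366524 to 392633) they were 7.73 (99.2), 2.54 (75.0) and 5.19 (94.4). DNA of the transgenes themselves could not be separated from the native loci in these lists.

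**Figure D4:**
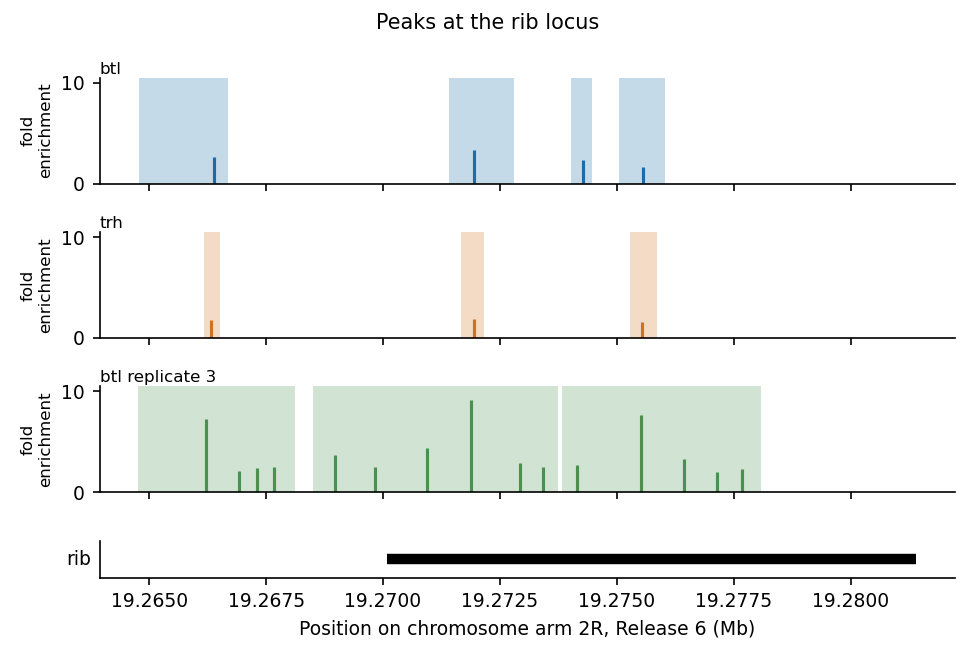
Peaks within 5000 bp of rib on chromosome 2R (x axis, Mb, Release 6) in the 3 lists with summits; shaded spans are regions, vertical lines are summits with their fold enrichment (y axis), and the black bar is the gene. The strongest summits lay at 19271941, 19271944 and 19271891, with fold enrichments of 3.34, 1.87 and 9.13.

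Among ribosomal protein genes bound in all 3 lists, RpS10b (Dmel_CG14206, chromosome X, 19598031 to 19599806) had the highest btl fold enrichment, 6.05 at a summit 144 bp from the gene end. Its values were 2.00 in the trh list and 8.43 in replicate 3. The next were RpS27 (Dmel_CG10423, 3R, 25245955 to 25247514) with fold enrichments of 4.34, 1.84 and 3.28 in the btl, trh and replicate 3 lists, and RpL39 (Dmel_CG3997, 2R, 24061853 to 24062431) with 3.46, 2.46 and 2.17. RpS3A (Dmel_CG2168, chromosome 4, 65225 to 67207) had 3.27, 1.58 and 2.14, and RpL31 (Dmel_CG1821, 2R, 9587193 to 9587989) had 3.10, 1.94 and 2.24. The trh and replicate 3 summits at RpS27 also lay within 500 bp of Nup37, and those at RpL39 within 500 bp of RpL12.

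The other genes with the highest btl fold enrichment among those bound in all 3 lists were CG13678 (3L, 8222141 to 8222953) with 10.9, CG13049 and CG13048 with 10.7, and CG32264 and ntc with 9.75. CG13049 (3L, 16281132 to 16281930) and CG13048 (3L, 16282809 to 16283921) shared 1 btl peak between them, and CG32264 (3L, 3714826 to 3806459) and ntc (3L, 3803832 to 3806459) end at the same position, within 500 bp of IntS10. Their trh fold enrichments were 3.51 at CG13678, 2.41 at CG13049 and CG13048, and 2.35 at CG32264 and ntc.

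The naming rule also gave the strongest gene-end peaks found with 1 driver and in neither other list. With btl they were at sc (X, 396060 to 397497), CG5819 (2R, 22293400 to 22296955) and SP1173 (3L, 6689327 to 6703521), with fold enrichments of 5.38, 5.37 and 5.12 and percentiles from 91.5 to 93.1. With trh they were at CG43325 (2R, 22655549 to 22657135), CG12836 (2R, 7068572 to 7069896) and Argk1 (3L, 9048781 to 9066027), with 3.59, 3.56 and 3.44 and percentiles from 95.7 to 97.0. The peaks at CG43325 and CG12836 also lay within 500 bp of CG43326 and CG12831. Absence from another list reflects that list's threshold and was not tested at each site.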

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

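The list-size tests in this part were specified after the differences had been seen but before their own values were known.

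Ribosomal protein genes and other genes divided differently between the trh list and btl replicate 3, with a ratio of odds of 3.69 (8 against 37 ribosomal protein genes and 239 against 4077 other genes, adjusted p = 0.0393 over 24 two-sided Fisher's exact tests). With both lists at 3210 summits ranked by -log10 q, the ratio of odds was 3.90 (p = 3.33e-04, Fisher's exact test), and ranked by fold enrichment it was 3.74. List size stays open all the same, because shortening replicate 3 to its strongest summits itself lowers its odds ratio for ribosomal protein genes from 2.97 to 1.53, while the trh list is left whole. With only the strongest summit of each replicate 3 region it was 2.53. The driver, the batch and the IDR filter all differ between these lists and cannot be told apart by this pair. The btl list shares its kit and sequencing centre with the trh list, and against it, in a test added after the result was seen, ribosomal protein genes divided 1 to 21 at equal list sizes by fold enrichment, a ratio of odds of 0.0562 (p = 3.86e-05, Fisher's exact test). That test has the same limit, since it set the whole trh list against only the top of the btl list, where the odds ratio fell from 2.53 to 0.920. At full size the ratio of odds was 0.355 and did not pass the adjustment. The btl list and replicate 3 have the same driver but differ in batch. They also differ in the IDR filter, described only for the lists from replicates 1 and 2. Between the btl list and replicate 3, ribosomal protein genes divided 9 to 22, a ratio of odds of 1.14 (p = 0.688, Fisher's exact test). At equal list sizes, 8693 summits for this pair, it was 1.53 by fold enrichment and 1.13 by -log10 q, and with the strongest summit per region 0.836. This pair thus showed no detectable difference at these genes, but its counts are too small to exclude an effect of batch or of the filter. List size, unequal read depth, the batch, the IDR filter and a biological difference between the drivers, which was not tested, remain open.

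Genes of the vacuolar proton pump and oxidative phosphorylation were favoured in replicate 3 over the btl list, both made with the same driver. The ratio of odds was 0, from 0 against 23 genes of the family and 731 against 2008 other genes (adjusted p = 0.0319 over the same 24 Fisher's exact tests). With both lists at 8693 summits ranked by -log10 q it was 0.256 (p = 0.00457, two-sided Fisher's exact test), from 5 against 17 genes. Ranked by fold enrichment it was 0.371 (p = 0.0304, Fisher's exact test), from 7 against 15 genes. Shortening replicate 3 worked against the difference here, so list size alone does not account for it. With only the strongest summit per replicate 3 region, the counts were 0 against 18 genes and the ratio of odds again 0 (p = 2.76e-04, Fisher's exact test). The larger number of summits per region is therefore not the whole cause either. The batch and the IDR filter, described for the btl list only, stay open. Neither can be told apart from replicate 3, which is 1 sample. No biological explanation was tested, since the design gives both lists the same driver and stage.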

How the results depend on the processing

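No paired analysis was possible because the btl and trh lists, which share replicate numbers 1 and 2, were pooled over their replicates by the authors. Leaving out single replicates was not possible for the same reason. Motif searches, the most upstream start site, and the summit distance for the highest-confidence list were not run, since sequence, strand and summits were not used here. Equal list sizes left the trh list as it was, so it has no value of its own there. Over 248 alternatives, 157 were classed as the same, 22 as reversed, 21 as losing the threshold and 7 as newly passing it. The other 41, on values without a p-value, were classed as moved. Areas under the curve and ratios of odds were classed on p-values without adjustment. The same class allowed changes in size. With windows of 250 and 1000 bp, for example, 7 and 8 family tests passed, against 9.

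The gene-level overlap of btl and trh and the gene-end enrichment of all 3 lists kept their direction and stayed past the threshold under each alternative tried for them. Of the 45 alternatives for ribosomal protein gene odds ratios, 37 kept direction and threshold, 7 lost the threshold and 1 reversed. With the upper 50% of each list by fold enrichment, the values were 1.12 (btl) and 2.09 (trh). With equal list sizes they were 0.920 (btl, reversed, p = 1 in Fisher's exact test) and 1.53 (replicate 3), and with equal sizes by -log10 q, 1.12 and 1.54. By -log10 q the upper 50% gave 1.71, 5.34 and 2.17 in btl, trh and replicate 3, all past the threshold. With both groups limited to genes without neighbouring ends, which leaves 10 ribosomal protein genes, trh gave 3.42 and the highest-confidence list 2.20. The btl and replicate 3 enrichment thus depended on peaks below the strongest 3210. The reason for that was not tested.

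Apart from the limited background for gene families, the cause was not tested for any of the following changes. With a reciprocal overlap of 50%, the shares of regions overlapping were 12.0% (btl in trh), 32.6% (trh in btl), 51.0% (btl in replicate 3), 43.4% (replicate 3 in btl), 16.5% (trh in replicate 3) and 5.19% (replicate 3 in trh). With summits within 100 bp they were, in that order, 20.9, 56.7, 41.5, 35.3, 30.4 and 9.57%. In the upper 50% of each list they were 18.6, 53.3, 60.4, 47.3, 55.0 and 15.2%, and with equal list sizes 34.4, 38.1, 76.4, 68.3, 56.7 and 42.3%. Sizes were made equal within each pair, at 3210 regions for pairs with trh and 8693 for btl with replicate 3. The shares of different pairs are therefore not matched in size. The share of highest-confidence regions found in btl, trh and replicate 3 was 37.1, 97.5 and 19.2% under the reciprocal overlap. It was 60.6, 44.6 and 85.9% in the upper 50%, and 51.8% (btl) and 72.4% (replicate 3) with equal sizes.

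Spearman's rho was 0.438 (btl and trh), 0.0770 (btl and replicate 3) and -0.172 (trh and replicate 3) for summits within 100 bp, and 0.168, 0.380 and 0.110 by -log10 q. For trh peaks at ribosomal protein genes, the area under the curve was 0.569 by -log10 q (reversed, permutation p = 0.232), 0.500 against housekeeping families and 0.399 with a window of 250 bp. For replicate 3 that window gave 0.419, with a permutation p of 0.0440 against 0.0577 in the main setting, both without adjustment. The p-values with that window were not adjusted, so the 0.0440 does not show that the adjusted threshold was passed. Midpoints reversed the sign of the distance difference to -18 bp in btl and -33 bp in replicate 3, both within chance. The ratio of odds of ribosomal protein genes between btl and replicate 3 reversed to 0.836 with 1 summit per region, also within chance.

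The count of family tests with an adjusted p under 0.05 was 4 of 21 in the upper 50% and 0 of 21 with equal sizes (5 with an unadjusted p under 0.05), against 8 in the same tests, and 17 of 28 without neighbouring gene ends in the background, against 9. Family odds ratios that changed side of 1 were as follows. With a window of 250 bp, tRNA synthetases in trh reached 0.913, and with 1000 bp, mitochondrial ribosomal proteins reached 1.07 (btl) and 1.30 (replicate 3). In the upper 50%, the proteasome reached 0.581 (btl) and 0.718 (replicate 3), and the secretory pathway 0.872 (btl). With equal sizes, mitochondrial ribosomal proteins in replicate 3 reached 1.05, the proteasome 0.546 (btl) and 0.865 (replicate 3), the secretory pathway 0.598 (btl) and 0.954 (replicate 3), and tracheal development 0.598 (btl). Without neighbouring gene ends in the background, mitochondrial ribosomal proteins reached 1.40 (btl), 2.06 (replicate 3, adjusted exact p = 0.0131) and 1.15 (highest confidence). Vha and oxidative phosphorylation reached 1.70 (btl, adjusted exact p = 0.0497) and 1.20 (highest confidence). These moves came from the background, since the family genes kept their neighbours, and do not show more binding at the families. Of the other family odds ratios, 12 lost the threshold and 6 newly passed it.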

Other observations

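The tests on gene length, translation genes, tRNA loci, the library kit, and the rib and trh loci were chosen after the result was seen, while the background of housekeeping families had been chosen before the data were examined and was read as a test of an explanation only afterwards.

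Ribosomal protein genes were bound more often than other genes in all 4 lists at full size. Their short length was argued against by genes matched on length, where the lowest odds ratio of the 4 lists was 3.58. Crowding by other genes was argued against by stratifying on the number of other gene ends within 1000 bp, where the lowest odds ratio was 2.31 (permutation p of at most 6e-04). Peaks belonging to a neighbour were argued against by giving each summit to its nearest gene, where the lowest odds ratio of the 3 lists with summits was 2.84. A property common to the pooled housekeeping families was argued against by those families as background, where the lowest odds ratio was 1.87 (p = 0.0148, two-sided Fisher's exact test). A property shared with other translation genes stays open in the btl list and replicate 3. Translation factor genes were bound in 46.2% and 63.5% of cases there, tRNA synthetase genes in 61.1% and 83.3%, and ribosomal protein genes in 47.7% and 62.5%. Against both families together, the odds ratio of ribosomal protein genes was 0.913 (p = 0.873, Fisher's exact test) in the btl list and 0.764 (p = 0.502, Fisher's exact test) in replicate 3. In the trh list such a property was argued against as the whole cause by an odds ratio of 2.52 (p = 0.0348 without adjustment, Fisher's exact test), and in the highest-confidence list the ratio was 1.51 (p = 0.390, Fisher's exact test). Signal at heavily transcribed loci stays open as a candidate explanation. The 290 tRNA genes, transcribed by another polymerase, fell into 174 loci, and summits lay within 500 bp of 35.1% of them in the btl list, 14.4% in the trh list and 36.2% in replicate 3. These shares were 4.19, 4.70 and 2.95 times the mean of 1000 circular shifts, 0 of which reached the observed share in any list. Specific binding near tRNA genes could give the same values, and an immunoprecipitation without the fusion would be needed to separate the explanations.

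The share of regions at gene ends fell with fold enrichment in the btl and trh lists and rose in replicate 3. Expressed as the chance that a gene-end region exceeds another region in fold enrichment, the values were 0.379, 0.406 and 0.635. Ranked by -log10 q in place of fold enrichment, the fall disappeared in the btl list (0.506, bootstrap 95% interval 0.493 to 0.518) and in the trh list (0.506, interval 0.482 to 0.528). This is consistent with a fold enrichment that understates peaks on high local background at gene ends in these 2 lists, although the background itself is not in the peak lists. In replicate 3 the value by -log10 q was 0.662, so the lists still differed. Region width as the cause of the rise in replicate 3 was argued against by dividing its regions into 3 classes of width, within which the lowest value was 0.633. Different sets of peaks as the whole cause were argued against by the regions that btl and replicate 3 share, where the btl value was 0.367 (interval 0.353 to 0.382) and the replicate 3 value 0.630 (interval 0.614 to 0.645). On the replicate 3 regions shared with trh, the replicate 3 value was nearer to no trend, at 0.553, so the set of peaks may contribute. The library kit, the sequencing centre and the IDR filter cannot be told apart from replicate 3. Only 1 immunoprecipitated sample had the other kit and centre. Only its list came from a single replicate, to which a filter across replicates does not apply. The btl list and replicate 3 have the same driver, so no biological explanation was tested.

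Replicate 3 summits lay beside gene ends rather than at them. Several summits per region were argued against as the whole cause. In regions with 1 summit, 31.8% (interval 29.9 to 33.8%) of the summits within 500 bp of a gene end lay within 100 bp, above 25.1% for all replicate 3 summits but below 50.1% for the btl list. On regions shared with the btl list the share was 27.2% in replicate 3 and 50.1% in btl, so different sets of peaks do not account for it. A difference in fragment length or in how reads were extended before summits were placed could give such an offset, but neither is stated, and it would come with the batch of that 1 sample.

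The rib locus, whose sequence is in the transgene, ranked at percentile 99.9 in replicate 3. By fold enrichment the strongest summit there ranked at percentile 25.0 in the trh list and 66.3 in the btl list. By -log10 q it ranked at percentile 75.3 in the trh list, 96.6 in the btl list and 99.7 in replicate 3. Extra copies of rib DNA in every library could raise the background as well as the signal, so the low rank by fold enrichment does not exclude them. They stay open, as does an effect limited to replicate 3, and the labels list a separate input for that replicate. One of the 3 replicate 3 regions had its strongest summit outside the gene, at 19266214, with a fold enrichment of 7.31. The trh locus, whose regulatory DNA may be in the trh-GAL4 driver, ranked lower by fold enrichment in the trh list (percentile 75.0) than in the btl list (99.2) or replicate 3 (94.4). By -log10 q it was lower still in the trh list, at percentile 43.7, against 98.4 and 93.3. The btl locus ranked higher in the lists of its own driver, at 99.4 in the btl list, 97.4 in replicate 3 and 92.0 in the trh list by fold enrichment, and at 97.6 in replicate 3 and 79.8 in the trh list by -log10 q. The strongest summits at trh were at different positions in the btl, trh and replicate 3 lists, 395681, 395143 and 378194, and those of btl and trh lay outside the gene. The other lists also had weaker summits close to 395681, at 395645 in the trh list and 395736 in replicate 3. With 1 locus per driver, different strongest summits, ranks that go both ways and a background that extra copies could raise too, driver DNA stays open as a source of these peaks. The biological reading, binding of Rib at its own locus and at trh, was not tested further.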
